A study of Homo sapiens with 6 samples. Its data were reported in "SIRT1 coordinates with the CRL4B complex to regulate pancreatic cancer stem cells to promote tumorigenesis" (2021).

How the data were processed

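RNA sequencing had been performed on 6 subcutaneous xenograft tumors of PANC-1 cells grown in NOD/SCID mice. PANC-1 is a human pancreatic ductal carcinoma cell line, and NOD/SCID mice are immunodeficient mice that accept human cells. Before injection the cells had been infected with lentivirus carrying a SIRT1 expression construct or an empty vector, which gave 3 SIRT1-overexpressing tumors (SIRT1) and 3 control tumors (Vector). Total RNA was extracted from the tumors and libraries were prepared by the sequencing provider's standard protocol. Tumors were grouped by their sample titles, which also number them from 1 to 3 within each group. Those numbers are the only source of the pairing used in the fits with a replicate block, and nothing in the labels says that tumors with the same number shared a mouse, a cage or a library batch.

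The authors deposited 1 table per tumor, each listing the same 18077 genes by NCBI Gene ID and symbol with 1 expression value per gene. The values were taken as FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) computed by the authors. The unit was inferred, because neither the labels nor the column names state it: the columns held 2 decimals, summed to between 445644 and 490092, and their lowest values above 0 fell with transcript length. The aligner, the counting program, the genome build, the use of strand and the handling of mouse reads were not stated. Reads from mouse cells in the tumor that align to human genes are therefore included in a gene's value to an unknown extent, and reads shared by near-identical genes are divided in an unknown way. FPKM corrects for the total number of fragments and for transcript length but not for GC content.

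The tables hold no counts. Where a gene has a single annotated transcript, its low values should be whole multiples of what 1 fragment is worth, and the step was fitted in each tumor to single-transcript genes. Between 46.2% and 49.1% of low values fell near a whole multiple, against 16% by chance, which implies depths of about 10100000, 10300000 and 10600000 fragments for the SIRT1 tumors and 11500000, 11800000 and 12700000 for the Vector tumors. Because most values did not fall on whole steps, fragments per gene were not recovered and no count model was fitted. The implied depths are approximate and were used only to describe the tumors and to compare replicates with counting error.

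The comparison had been fixed before the data were examined for either unit, with a count model for counts and limma for FPKM. Values were transformed to log2(FPKM + 1), so fold changes understate the change of genes with low FPKM. Genes with an FPKM of at least 1 in at least 3 tumors were tested, 12399 in all. A linear model with group as its only term was fitted in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation and a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Every adjusted p-value for a gene comes from this limma model unless another setting is named, and all tests were two-sided. A gene was called changed at an adjusted p under 0.05. The cutoffs used by the study, a fold change over 1.2 and an unadjusted p under 0.001, were applied to the same fit. An exact permutation test of 3 against 3 tumors cannot give a p below 0.1, so none was used for single genes. Gene lists were tested with camera in limma, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 8 lists. The lists were 12 tumor suppressor genes chosen by the study, stem cell markers, genes whose promoters the study examined for SIRT1 and CUL4B binding, epithelial markers, mesenchymal markers, and genes of the lysosome, autophagy and the cell cycle.

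Genes named singly followed a rule set before the data were examined: SIRT1, the members of the tumor suppressor, stem cell, promoter target, epithelial and mesenchymal lists, the sirtuins and the CRL4B complex, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean FPKM of at least 5 and no overlap between the groups. Other genes are named as chosen after their values were seen. Gene locations, transcript lengths and GC content come from GENCODE release 44 on GRCh37, which is a reference for location only because the build behind the FPKM values is unknown. Of the listed genes, 16955 matched the annotation by symbol and 522 through their NCBI Gene ID, and 600 had no match.

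The alternatives were scaling to a common upper quartile, no filter on low values, a mean FPKM of at least 5, a pseudocount of 0.1, a replicate block, an absolute log2 fold change of at least 1, limma's treat against a fold change of 1.2, camera with the inter-gene correlation estimated from the data, and leaving out each tumor in turn. A correction for GC content and transcript length, which subtracts natural splines with 4 degrees of freedom from each tumor's deviations from the gene means, was added after the data were seen, with and without the replicate block. Locations along chromosomes were examined with running medians of the log2 fold change over 31 neighbouring genes, compared with 1000 shuffles of gene order.

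The procedures were tested on simulated data drawn from the gene means and within-group spreads of the 12399 genes. Of 200 genes given a known change, 91% were called, 7 unchanged genes were called, and no called gene had the wrong sign. A fold change of 1.5 was called for 77% of the genes that carried it. The changed genes were drawn only from the more highly expressed of the tested genes. These shares therefore do not describe how often a change is called at low FPKM. In a simulation with no change, 0 genes were called and 5.09% had an unadjusted p under 0.05. The simulated genes varied independently of each other, so the simulation does not test camera on genes that vary together.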

Results

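To examine the effect of SIRT1-overexpression on gene expression in pancreatic tumors, RNA-seq values were compared between 3 SIRT1-overexpressing and 3 Vector xenografts of PANC-1 cells. In each tumor between 16618 and 16766 of the 18077 listed genes had an FPKM above 0, and between 12196 and 12298 had an FPKM of at least 1. The 10 most abundant genes held between 7.92% and 8.68% of the summed FPKM of a tumor. The implied depth was lower in all SIRT1 tumors (about 10100000 to 10600000 fragments) than in all Vector tumors (about 11500000 to 12700000 fragments), so low FPKM values were somewhat less precise in the SIRT1 group. Between pairs of tumors within a group, the median squared difference over 201 to 209 genes was 1.71 to 4.31 times that expected from counting error at the implied depth. The median SD within groups was 0.12 on the log2(FPKM + 1) scale.

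SIRT1, the overexpressed gene (NCBI Gene ID 23411), lies on the plus strand of chromosome 10 at 69644414 to 69678147 in GRCh37. Its expression was 54.99, 36.17 and 40.27 FPKM in the SIRT1 tumors and 13.25, 11.56 and 13.15 FPKM in the Vector tumors, a mean of 43.8 ± 9.90 (SD, n = 3) against 12.7 ± 0.948 (SD, n = 3). SIRT1 was upregulated by a log2 fold change of 1.69 (SE 0.14, adjusted p = 2.72e-05), or 3.46 times in mean FPKM, and every SIRT1 tumor exceeded every Vector tumor. Gene-level values do not separate transcripts of the construct from those of the endogenous gene. With the replicate number as a block the adjusted p was 3.08e-07. The alternative that moved the fold change most was leaving out SIRT1 tumor 1, which gave 1.52. Among the other sirtuins that passed the filter (SIRT2, SIRT3, SIRT5, SIRT6 and SIRT7), none was called changed, and their log2 fold changes ranged from -0.06 to 0.17. In the fit with a replicate block SIRT2 was called, at a log2 fold change of 0.16 (adjusted p = 0.0281), and after the GC and length correction SIRT2 (adjusted p = 0.0464) and SIRT5 (adjusted p = 0.0333) were. SIRT2 was also called without SIRT1 tumor 1 (adjusted p = 0.0032), and SIRT7 was called lower with the block and the correction together (log2 fold change -0.14, adjusted p = 0.0379). Same-numbered tumors of the 2 groups deviated together from their group means, with a mean correlation across genes of 0.307.

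Compared to Vector, 4194 of the 12399 tested genes (33.8%) had an adjusted p under 0.05, of which 2148 were upregulated and 2046 downregulated in SIRT1 tumors. An unadjusted p under 0.05 was obtained for 5461 genes, against 620 by chance. The groups did not overlap for 5806 genes, or 46.8% of those tested, where chance gives 10%. Most changes were small. The median size of the log2 fold change among called genes was 0.43, 2610 called genes changed by less than 0.5 in size, and 286 changed by at least 1. The number called moved most when a log2 fold change of at least 1 was also required. At the cutoffs used by the study, a fold change over 1.2 and an unadjusted p under 0.001, there were 1097 upregulated and 926 downregulated genes. With the replicate number as a block, 5802 genes had an adjusted p under 0.05 and 2982 genes passed the cutoffs used by the study. The pairing check behind the block gave the mean correlation of 0.307 for same-numbered tumors.

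**Figure D1:**
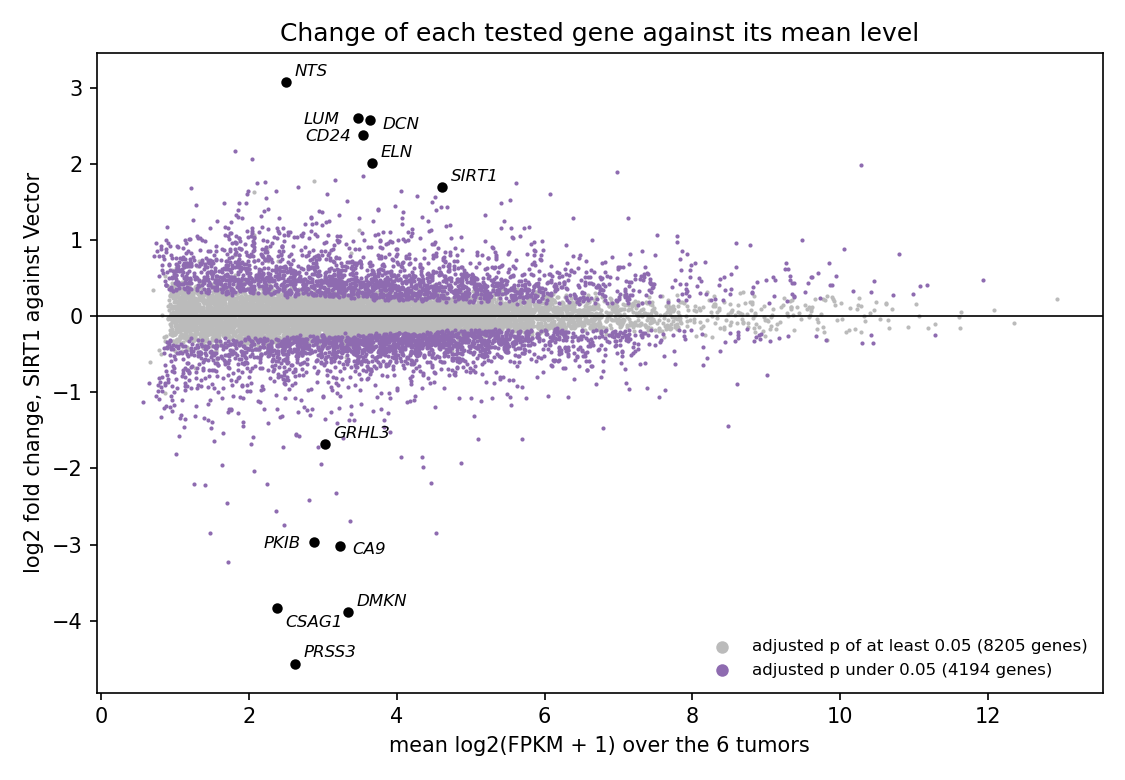
Log2 fold change of SIRT1 against Vector tumors (vertical axis) against the mean log2(FPKM + 1) over the 6 tumors (horizontal axis), with 1 point per tested gene, 4194 of them colored for an adjusted p under 0.05 and the other 8205 in grey. Rises and falls are about equally frequent, SIRT1 lies at 1.69, and the most extreme labelled genes are NTS at 3.07 and PRSS3 at -4.56.

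The study selected 12 tumor suppressor genes and measured them by RT-qPCR in SIRT1-overexpressing and control tumor samples. Here 11 of them passed the filter, and 10 were downregulated in SIRT1 tumors at an adjusted p under 0.05, over all genes and over the 12 genes alone. The replicate block also gave 10 (mean correlation of same-numbered tumors 0.307). Because the study named these genes after its RNA-seq, and whether they were picked from these values is not stated, the count over the list alone shows no stability. All 3 SIRT1 tumors lay below all 3 Vector tumors for 11 of the 12 genes. GRHL3 (chromosome 1, 24526048 to 24690972 in GRCh37), a differentiation factor whose promoter the study examined for SIRT1 and CUL4B binding, was expressed at 3.58 ± 0.251 FPKM (SD, n = 3) in SIRT1 tumors and 13.6 ± 0.46 FPKM (SD, n = 3) in Vector tumors, a log2 fold change of -1.68 (SE 0.09, adjusted p = 2.03e-06). FHL1, at 18.5 ± 0.708 against 58.8 ± 1.48 FPKM, fell by 1.61 on the log2 scale (adjusted p = 2.95e-07). IGFBP4 was the most abundant, at 216 ± 14.4 against 589 ± 29.5 FPKM, with a log2 fold change of -1.45 (adjusted p = 1.53e-06). FHL1 and IGFBP4 both lie in chromosome regions where neighbouring genes moved together. RASSF1 lies in such a region only after the GC and length correction. SPDEF, DUSP4, FEZ1, NAV3, PTPRG, AXIN2 and RASSF1 had log2 fold changes from -1.54 to -0.65. The means of NAV3 and DUSP4 in SIRT1 tumors were 0.457 and 0.353 FPKM, low enough for the pseudocount to shrink their fold changes. FOXP1 did not differ, at 15.6 ± 2.06 against 17.6 ± 2.97 FPKM (log2 fold change -0.16, adjusted p = 0.386). WISP3 was below the filter, at 0.12, 0.11 and 0 FPKM in the SIRT1 tumors and 0.82, 1.13 and 0.46 FPKM in the Vector tumors. Requiring a mean FPKM of at least 5 left 5 downregulated genes.

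**Figure D2:**
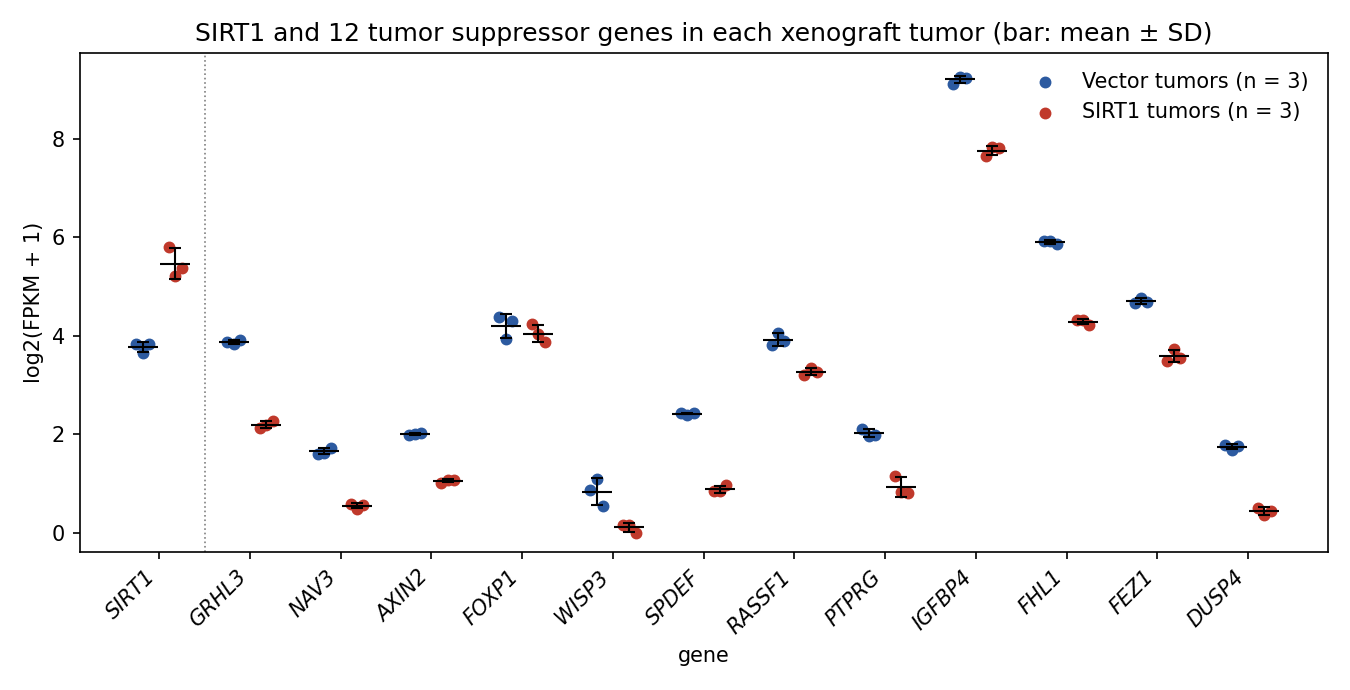
Expression of SIRT1 and 12 tumor suppressor genes as log2(FPKM + 1), with 1 point per tumor (Vector in blue, SIRT1 in red, 3 tumors each) and bars for the mean ± SD. The groups are separate for SIRT1 and for 11 of the 12 other genes, and FOXP1 overlaps.

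Among the genes whose promoters the study examined, GRHL3 and NAV3 (log2 fold change -1.11, adjusted p = 5.35e-05) were lower, and the remaining ones were less affected. CTNNA1 was slightly downregulated (log2 fold change -0.22, adjusted p = 0.018) but lost its call in 4 of the 6 fits that each left out 1 tumor, and FOXO3 was unchanged within error at 12.9 ± 2.16 FPKM (SD, n = 3) in SIRT1 tumors against 12.1 ± 0.854 FPKM (SD, n = 3) in Vector tumors (log2 fold change 0.08, SE 0.11, adjusted p = 0.633). AFDN, PRDM2, MOB1A and DLG1 had log2 fold changes from -0.03 to 0.13 and none was called, and CTNNA3 was below the filter. Of the stem cell markers, SOX2 was downregulated, at 0.61, 0.56 and 0.71 FPKM in the SIRT1 tumors against 4.87, 3.34 and 4.13 FPKM in the Vector tumors (log2 fold change -1.64, SE 0.13, adjusted p = 2.27e-05). KLF4 (-0.16, adjusted p = 0.105), POU5F1 (-0.17, adjusted p = 0.44) and MYC (0.18, adjusted p = 0.0509) were not called. With the replicate block, KLF4 (adjusted p = 0.043) and MYC (adjusted p = 0.0202) were, and same-numbered tumors correlated at 0.307. MYC was also called after the GC and length correction (adjusted p = 0.00366). Upper-quartile scaling (0.0425), no filter (0.0443) and leaving out SIRT1 tumor 1 (0.0435) gave a call for MYC as well. MYC lies in a chromosome region where neighbouring genes moved together. NANOG and PROM1 were below the filter. Without a filter NANOG had a log2 fold change of 0.19 (adjusted p = 0.254). PROM1 was listed at 0 in all Vector tumors and at most 0.03 FPKM in a SIRT1 tumor, too low for a change to be detectable at this depth. In the CRL4B complex, CUL4B was unchanged within error (log2 fold change 0.07, adjusted p = 0.589), DDB1 was lower (-0.24, adjusted p = 0.0139, call lost in 2 of the 6 fits that each left out 1 tumor) and RBX1 higher (0.42, adjusted p = 0.00111). CUL4A was not called (log2 fold change -0.25, adjusted p = 0.0647) but was with the replicate block (adjusted p = 0.005) and after the GC and length correction (adjusted p = 0.0188).

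Mesenchymal markers were mostly upregulated. CDH2, which encodes N-cadherin, rose from 13.3 ± 1.25 FPKM (SD, n = 3) in Vector tumors to 36.5 ± 3.74 FPKM (SD, n = 3) in SIRT1 tumors (log2 fold change 1.39, SE 0.09, adjusted p = 1.05e-05). TWIST1 (0.92), SNAI1 (0.90), ZEB2 (0.63), PRRX1 (0.43) and FN1 (0.41) were also called, and VIM, ZEB1 and SNAI2 were not. After the GC and length correction VIM (adjusted p = 0.0479) and ZEB1 (adjusted p = 0.0242) were called higher. SNAI1 lies in a chromosome region where neighbouring genes moved together, and SNAI2 did not move while the genes around it were mostly higher. VIM was abundant in both groups, at 3233 ± 167.2 FPKM in SIRT1 tumors and 3116 ± 36.3 FPKM in Vector tumors. PRRX1 (adjusted p = 0.0409) lost its call in 5 of the 6 fits that each left out 1 tumor. Of the epithelial markers, KRT8, OCLN, CLDN4, KRT19 and KRT18 were upregulated, with log2 fold changes from 0.47 to 0.69, while JUP (-0.40) and CTNNA1 (-0.22) were downregulated. CDH1, encoding E-cadherin, was not called (log2 fold change 0.32, adjusted p = 0.0661) but was with the replicate block (adjusted p = 0.0288, mean correlation of same-numbered tumors 0.307) and after the GC and length correction (adjusted p = 0.0152). EPCAM and CLDN7 did not differ. JUP lies in a region of chromosome 17 whose genes were mostly lower, and KRT19 rose within the same region.

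Tests of the 8 gene lists with camera gave an adjusted p under 0.05 for 4 lists, and the same 4 lists with the replicate block (mean correlation of same-numbered tumors 0.307). The tumor suppressor genes were lower (median log2 fold change -1.13, adjusted p = 2.06e-10, block 8.13e-09), as were the cell cycle genes (median -0.26, 37 of 42 genes lower, adjusted p = 1.35e-06, block 6.43e-07). The mesenchymal markers were higher (median 0.43, 9 of 9 genes higher, adjusted p = 9.59e-04, block 8.13e-04), and so were the lysosome genes (median 0.09, 38 of 59 genes higher, adjusted p = 0.0199, block 0.0181). SNAI2 was the least changed mesenchymal marker, at 0.00. Reads from mouse host cells could contribute to the rises of the mesenchymal and lysosome lists and were not separated from them. Autophagy genes (adjusted p = 0.0849), epithelial markers (0.0849), promoter targets (0.0849) and stem cell markers (0.211) did not pass. With the GC and length correction and the replicate block together, the autophagy genes passed (0.0305). With the inter-gene correlation estimated from the data, 1 list passed, the tumor suppressor genes (adjusted p = 0.0175). The study named the tumor suppressor genes after its RNA-seq, and if they were picked from these values their low p-values follow from that choice. The 9 other ways of splitting the 6 tumors into groups of 3 gave between 2 and 4 passing lists, and the tumor suppressor list passed in all 9 of them. Each of those splits keeps part of the difference between SIRT1 and Vector, so they are not a test without it.

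**Figure D3:**
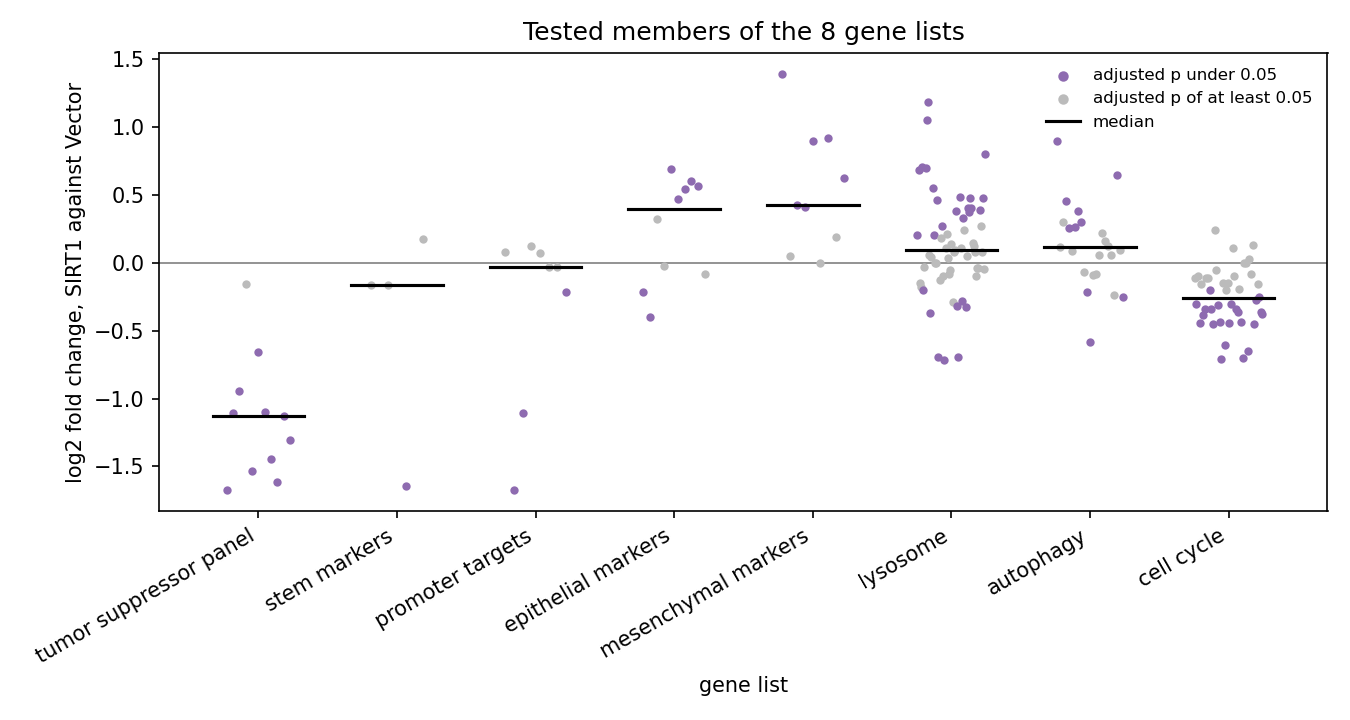
Log2 fold change of SIRT1 against Vector tumors for each tested member of the 8 gene lists, with 1 point per gene, colored where its adjusted p was under 0.05, and a line at the list's median. The median was -1.13 for the tumor suppressor genes, -0.26 for the cell cycle genes, 0.43 for the mesenchymal markers and 0.09 for the lysosome genes, whose members spread to both sides of 0.

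Under the rule for the most changed genes, the largest rises were in NTS, LUM, DCN, CD24 and ELN. NTS, which encodes neurotensin (chromosome 12, 86268073 to 86276770 in GRCh37), rose from 0.963 ± 0.294 FPKM (SD, n = 3) to 15.5 ± 2.42 FPKM (SD, n = 3), a log2 fold change of 3.07 (SE 0.14, adjusted p = 1.02e-06). LUM (2.60), DCN (2.57), CD24 (2.38) and ELN (2.01) followed. LUM and DCN are expressed by fibroblasts and were on the list of genes used to look for mouse host cells. CD24 has near-identical pseudogene copies, so its level is uncertain. The study's introduction names CD24, together with CD44 and EpCAM, as a marker of pancreatic cancer stem cells. It was not on the stem cell list tested here. The largest falls were in PRSS3, DMKN, CSAG1, CA9 and PKIB. PRSS3 fell from 29.2 ± 4.13 FPKM (SD, n = 3) to 0.27 ± 0.0265 FPKM (SD, n = 3), a log2 fold change of -4.56 (SE 0.11, adjusted p = 1.76e-08), and DMKN from 38.2 ± 2.60 FPKM to 1.64 ± 0.0361 FPKM, a log2 fold change of -3.89. CSAG1 (-3.83), CA9 (-3.02) and PKIB (-2.96) lie in chromosome regions where neighbouring genes moved together. The largest running medians there were -0.45, -0.31 and -0.31, much smaller in size than the falls of the 3 genes themselves. PRSS3 lies in such a region only after the GC and length correction. PRSS3 and CSAG1 belong to families with near-identical members, so the share of reads assigned to each gene is uncertain. With the replicate block all 10 genes kept their calls, with adjusted p-values from 1.79e-09 to 1.18e-07 (mean correlation of same-numbered tumors 0.307).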

Values the study reported

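The study reported 2506 upregulated and 2229 downregulated genes in SIRT1-overexpressing tumors compared with the control, at a fold change above 1.2 and a p below 0.001. It selected 12 tumor suppressor genes for RT-qPCR and described all of them as decreased.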

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

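The GC and length correction was chosen after the data were seen, and the other alternatives before. The number of genes with an adjusted p under 0.05 stayed within 1.5 times 4194 under upper-quartile scaling, no filter, a mean FPKM of at least 5, a pseudocount of 0.1, the replicate block (5802), the GC and length correction (5664) and both together (6176), and ran from 2858 to 5461 across the 6 fits that each left out 1 tumor. It was 286 when a log2 fold change of at least 1 was required and 1138 with treat against a fold change of 1.2. Of the 4194 genes, 97.5% remained called after the GC and length correction, 99.98% with the replicate block, 84.81% without a filter, 74.46% with a mean FPKM of at least 5 and from 67.45% to 96.69% when 1 tumor was left out. Genes removed by the filter on mean FPKM were counted as not remaining. Of the 3162 genes called under that filter, 3123 were among the 4194. The number at the cutoffs used by the study (2023) ranged from 1286 to 2862 when 1 tumor was left out. The SIRT1 fold change kept its direction and call, from 1.52 to 1.82, under upper-quartile scaling, a pseudocount of 0.1, the block, the correction, both together and leaving out each tumor. The tumor suppressor genes numbered 10 in each fit that left out 1 tumor, 11 without a filter and 5 with a mean FPKM of at least 5, which removed low genes from the test. The 4 gene lists became 1 with the estimated inter-gene correlation and from 3 to 5 when 1 tumor was left out: the lysosome list lost its pass without SIRT1 tumor 2 (adjusted p = 0.0519) and the promoter targets passed without SIRT1 tumor 1 (adjusted p = 0.0236). With the GC and length correction and the block, 5 passed, the autophagy genes added. For each count that moved, the cause was not tested unless stated.

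A few results reversed direction. Stem cell markers did so as a list with a mean FPKM of at least 5 (camera, adjusted p = 0.884). That filter removed SOX2 and POU5F1 and left KLF4 and MYC. The other reversals were of single genes with log2 fold changes near 0. With the GC and length correction, with or without the replicate block, DLG1 had a log2 fold change of 0.0098 and SIRT6 -0.10. Leaving out 1 tumor in turn gave log2 fold changes from -0.046 to 0.16 for FOXO3, -0.059 to 0.25 for AFDN, -0.096 to 0.042 for MOB1A, -0.18 to 0.047 for DLG1, -0.077 to 0.016 for EPCAM, -0.038 to 0.072 for SNAI2, -0.034 to 0.065 for SIRT3, -0.027 to 0.15 for SIRT6 and -0.030 to 0.12 for CUL4B, and the cause was not tested. None of these genes was called in these fits, but AFDN was with the replicate block and the GC and length correction together (adjusted p just under 0.05). Among the 58 named genes other than SIRT1, the replicate block added 5 calls, the GC and length correction 7, both together 9 and upper-quartile scaling 1, and leaving out 1 tumor lost 11 calls and added 4 over all fits.

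Neither the DESeq2 alternatives nor the alternatives on CPM and on summed counts were run, since the tables hold FPKM. The implied depth, about 10100000 to 12700000 fragments, makes values under an FPKM of 1, such as those of PROM1, less precise.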

Other observations

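The tests of GC content, host cells, hypoxia and chromosome regions were chosen after the pattern each one concerns had been seen, as were the counts over other splits of the tumors. The tumors of each group grew from cells infected with the same construct, and separate infections were not named. Differences between the cell populations other than SIRT1 cannot be told apart from an effect of SIRT1 with these tumors.

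At the same cutoffs, 1097 genes were higher and 926 lower here. These counts are lower than those quoted from the study above. Only the cutoffs are known to be shared, because the study does not name the test behind its RNA-seq p-values or the genes tested. Here the cutoffs were applied to moderated limma p-values of genes that passed the FPKM filter. The pseudocount also shrinks the fold changes of genes with low FPKM. The difference in counts therefore cannot show whether the study's result was reproduced.

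The 6 tumors can be split into groups of 3 in 10 ways. Of the 4 splits that part all 3 same-numbered pairs, only 1, the real one, gave as many genes with an adjusted p under 0.05 (4194), and likewise only 1 gave as many genes at the cutoffs used by the study (2023) and as many tumor suppressor genes (10). For the gene lists, 2 of the 4 splits gave as many passing lists as the real one. The 6 other splits part only 1 same-numbered pair each and keep the other pairs together. Across the 9 other splits at most 1 gene had an adjusted p under 0.05 and at most 2 genes passed the cutoffs used by the study, while 2 to 4 lists passed. Every other split mixes SIRT1 and Vector tumors on both sides, so any difference between the groups adds to the spread within its sides and keeps its gene counts near 0. The low gene counts of the other splits are therefore no evidence for the labels. With so few splits the share cannot fall under 0.05. The cell cycle list passed in 7 of the 9 other splits (smallest adjusted p 2.09e-05), the mesenchymal list in 5 and the lysosome list in 3. The promoter targets passed in 2 of them (smallest adjusted p 0.0132), although not in the real split (0.0849). Each other split sets 2 tumors of a group and 1 of the other against the rest and so keeps part of the difference between SIRT1 and Vector. A list passing there cannot tell an effect of the labels from genes that vary together. The adjusted p of the tumor suppressor list in the other splits was at least 1.24e-04, against 2.06e-10 in the real one.

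Same-numbered tumors deviated together, with correlations across genes of 0.488, 0.36 and 0.074. GC content and transcript length were tested as a source. The shared deviation of the tumors numbered 1 had a Spearman rho of -0.609 with GC content and 0.576 with length over 12260 genes, and after correction the mean correlation of same-numbered tumors was 0.134. The pairing is consistent with a technical difference in GC and length between library sets, such as RNA quality or library preparation, which the labels do not record. No biological explanation of the pairing was tested. The log2 fold change between SIRT1 and Vector was little related to either (rho 0.102 with GC content and -0.068 with length), and 97.47% of the genes called remained called after correction, so GC content and length do not account for most calls. Genes are not independent replicates in these correlations.

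LUM, DCN and ELN, among the largest rises, are genes of fibroblasts and matrix, and PANC-1 is an epithelial line. A candidate explanation is a larger share of reads from mouse host cells in the SIRT1 tumors, which was tested with lists of host cell genes fixed before the data were examined. The leukocyte list was higher (camera, adjusted p = 7.52e-05, 10 of 10 genes higher). The fibroblast list was too (adjusted p = 0.00626, 7 of 11 genes higher), but it holds LUM and DCN, which prompted the test. Without them it did not differ (camera p-value 0.162, with the replicate block 0.171, 5 genes higher and 4 lower), so the fibroblast list is no evidence of its own. The endothelium list could be tested on only 2 genes and did not differ (adjusted p = 0.244). Both genes were lower, and ESAM, named after its value was seen, was called (log2 fold change -0.44, adjusted p = 0.0032). With the replicate block (mean correlation of same-numbered tumors 0.307) the values of the full lists were 1.10e-04, 0.0107 and 0.291, and with the estimated inter-gene correlation both the leukocyte and the fibroblast list had 0.0746. The leukocyte list also passed in 4 of the 9 other splits of the tumors, which keep part of the difference between the groups. Within the fibroblast list COL1A1, COL5A1 and COL6A3, named after their values were seen, were called lower, which a uniform rise in fibroblast reads does not explain. Besides LUM and DCN, 5 genes of the list were called higher. They were COL1A2, COL3A1, FBLN1, MMP2 and POSTN, with log2 fold changes from 0.42 to 1.08. More host reads in SIRT1 tumors and a change in the human cells cannot be told apart here. That limit also holds for the higher mesenchymal and lysosome lists.

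CA9 is induced by hypoxia and was among the largest falls. A list of 26 other hypoxia-induced genes was written after CA9 was seen. It did not fall as a whole in the camera test of limma (p-value 0.42, median log2 fold change 0.04). Of its genes 8 were called higher and 6 lower. With members called both ways, the test leaves open a lower hypoxia response as a source of the change in CA9. CA9 lies among neighbouring genes on chromosome 9 that were also lower.

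Changed genes were grouped along chromosomes. The largest median over 31 neighbouring genes was 0.46, on chromosome 8 between gene starts at 144798510 and 145703352 (GRCh37), where 31 of 31 genes were higher. The 95th percentile of the largest median over 1000 shuffles of gene order was 0.29 (permutation p = 0.001, the smallest they can give). The test had been written down for windows of 30 genes, and a running median needs an odd number. In all, 796 of 11567 windows lay beyond that limit, in 20 separate regions, and they held 992 of the called genes (23.65%). Regions with lower expression included one on chromosome X between gene starts at 135042747 and 152599605 (28 of 31 genes lower), which holds FHL1 and CSAG1, and one on chromosome 3 between 31699404 and 38589548 (30 of 31 genes lower). A candidate explanation is a copy-number difference between the cell populations that were injected. GC content and length of neighbouring genes did not remove the pattern, since the largest median after correction was 0.45 (permutation p = 0.001, the smallest they can give), but that window lies on chromosome 20. The 3 windows named above had medians of 0.32 (chromosome 8), -0.40 (chromosome X) and -0.37 (chromosome 3) after correction. Shuffling assumes that neighbouring genes vary independently. With limits from 100 shuffles, the real split had 1029 windows beyond its limit and the 9 other splits 329 to 585, with largest medians from 0.18 to 0.33, and those splits keep part of the difference between the groups. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, had as many windows. In a check added later, with the group means removed, the other splits that part all 3 pairs had 0, 3 and 8 windows beyond their limits and the rest up to 529, with largest medians of at most 0.22. Copy number cannot be told apart from neighbouring genes that are regulated together, and DNA copy number was not analysed here. If copy number differed, part of the expression change in these regions, FHL1 and IGFBP4 included, would not need SIRT1 to act on each gene. The largest window medians at FHL1 and IGFBP4 (-0.45 and -0.33) were smaller in size than their own log2 fold changes (-1.61 and -1.45). RASSF1 and PRSS3 lay in such regions only after the GC and length correction (largest window medians -0.345 and -0.3158).

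Cell cycle genes were lower in SIRT1 tumors as a list (adjusted p = 1.35e-06), and the list also passed in 7 of the 9 other splits, which keep part of that difference. MKI67, named after its value was seen and encoding the proliferation marker Ki67, had a log2 fold change of -0.11 (adjusted p = 0.438). Of the 42 cell cycle genes 23 were called lower, and the 5 that were higher were not called.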
